A study of Mus musculus with 22 samples. Its data were reported in "INX-315, a Selective CDK2 Inhibitor, Induces Cell Cycle Arrest and Senescence in Solid Tumors" (2023).

How the data were processed

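RNA was measured in 22 mammary tumours from 9 MMTV-rtTA/tetO-HER2 mice, a transgenic model in which a doxycycline-regulated HER2 gene is expressed in the mammary gland. The labels describe all tumours as resistant to abemaciclib, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6, and name 4 treatments that followed: vehicle, abemaciclib, INX-315 (an inhibitor of CDK2) and abemaciclib with INX-315, called the combination here. The treatment code LY was read as abemaciclib, because the 4 codes in the titles match the 4 treatments in the description of the design. Each title also gives the mouse and the day of collection. Libraries were prepared by the authors with a 3′ tag method (QuantSeq), which sequences the end of each transcript, so gene length does not enter the values. Reads were trimmed with BBDuk by the authors. The submitters' processing notes name STAR 2.7.5b, featureCounts 2.0.1 and the mouse build mm10. The authors deposited raw counts, 1 whole number per gene and tumour, with no normalization, for 55401 genes. How the counting treated the strand and reads that map to several places is not given in the sources used here. Values of pseudogenes, antisense genes and genes that overlap others are therefore less certain.

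Symbols and coordinates came from a GENCODE annotation of the same build, in which 99.5% of the gene identifiers have a symbol. The total was between 5706446 and 16623422 counts per tumour. Counts of reads without molecular identifiers are not independent molecules, so depth bounds only the counting error. All 22 columns matched 1 tumour each, and none was left out. The lowest chi-square per degree of freedom between tumours of 1 group was 11.2 over genes with at least 20 reads, so no library was present in duplicate.

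The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and filterByExpr, which kept 13604 genes. All 22 tumours entered 1 fit of the 4 treatments, and each tumour counted as a replicate. The 6 pairwise comparisons and the interaction of the drugs (combination minus abemaciclib minus INX-315 plus vehicle) were taken from it. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Log2 fold changes are given ± SE, and levels as CPM (counts of a gene scaled by the normalized library total) ± SD. Tumours of 1 mouse share the animal and the day, so p-values over tumours may be too small. The mouse was the unit that was treated, and counts summed per mouse were therefore tested in the same way, with 15672 genes past the filter. An additive model of the sums set the 4 mice given abemaciclib against the other 5, and the 5 mice given INX-315 against the other 4.

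Each of 35 preset gene lists was tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the 35 lists. Camera asks whether a list moves relative to the other genes. An estimated correlation and fry, which asks whether the genes of a list move on balance in 1 direction, were alternatives. The lists covered E2F targets, S phase, G2/M, senescence, secreted factors of senescent cells, p53, immediate early genes, interferon, MHC class I, TNF and NF-kB, hypoxia and glycolysis, oxidative phosphorylation, ribosomal proteins, MYC and the nucleolus, cholesterol synthesis, the unfolded protein response, lysosomes, ERBB and MAPK output, luminal, basal and mesenchymal genes, 13 other cell types and mitochondrially encoded transcripts. The E2F target score of a tumour was the mean z score of log2 CPM (prior count 2) over its list. Scores of groups were compared with exact permutation tests, two-sided, adjusted over the 6 comparisons, and mouse means were compared over all assignments of the 9 mice.

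Tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule took the 5 higher and 5 lower genes with the smallest p among called genes with a mean of at least 5 CPM and no overlap between the groups, without provisional symbols, then up to 4 called members of each called list, and a panel of 24 genes whatever their result. Alternatives were DESeq2 1.42.0, RLE normalization, no filter, per-mouse sums and voom with the mouse as a random block. Others were the day as a covariate (days 15 to 23 against 7 to 9), the tumours of 7 to 9 days only and the title number as a block. Fits of only the groups compared, and fits without each tumour or mouse, completed them. Further alternatives chosen after seeing the data left out the 3 tumours with a skeletal muscle score above 1 or added a fibroblast score as a covariate. Tests of scores other than the E2F target score at the level of mice were also chosen after seeing the data. Recovery was simulated with these groups of tumours but without differences between mice. For combination against vehicle, 45% of genes with a log2 change of 1 and 80% of those with a change of 2 were recovered. For abemaciclib against vehicle the shares were 43% and 80%.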

Results

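The series holds expression counts of 22 abemaciclib-resistant tumours. Vehicle tumours numbered 6, of which 5 came from mouse 309 on day 9 and 1 from mouse 297 on day 23. Abemaciclib tumours (50 mg/kg per dose) numbered 5, with 3 from mouse 311 on day 9 and 2 from mouse 303 on day 23. INX-315 tumours (50 mg/kg per dose) numbered 6, with 2 from mouse 331 on day 8 and 2 each from mice 307 and 340 on day 23. Combination tumours, given both drugs at these doses, numbered 5, with 3 from mouse 306 on day 7 and 2 from mouse 302 on day 15. No mouse carried tumours of more than 1 treatment, so treatment and mouse are nested, and each treatment rests on 2 or 3 mice.

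Total counts in vehicle tumours 1 to 6 were 9137743, 6391360, 7249062, 6216133, 6470669 and 7575959. In abemaciclib tumours 1 to 5 they were 8194271, 5706446, 8004172, 8150657 and 7884283. INX-315 tumours 1 to 6 had 9958279, 8342671, 16623422, 7572871, 9708596 and 9401697 counts. Combination tumours 1 to 5 had 8517472, 7538464, 8448916, 9135364 and 8796731. A single gene, CT010467.1, took between 5.66% and 13.0% of the counts of a tumour, and mitochondrial genes took between 5.15% and 11%. Tumours of the same mouse had a mean correlation of log2 CPM of 0.929, against 0.928 for tumours of other mice under the same treatment. No pair of tumours correlated below 0.825, as the values were not centred per gene, so these means say little about differences between mice.

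The first question was whether CDK2 inhibition, alone or with continued abemaciclib, lowered the transcripts driven by E2F, the transcription factors that Rb restrains and that switch on genes for DNA replication and mitosis. The mean E2F target score was 0.619 ± 0.499 (SD, n = 6) in vehicle tumours, 0.0840 ± 0.637 (n = 5) with abemaciclib, 0.0772 ± 0.427 (n = 6) with INX-315 and -0.919 ± 0.482 (n = 5) with the combination. All 5 combination tumours scored below all 6 vehicle tumours, and the score fell by 1.54 (exact permutation p = 0.00216, the smallest that 462 splits allow, adjusted p = 0.0130). Against INX-315 alone the combination scored lower by -0.996 (exact permutation p = 0.0130, adjusted p = 0.0390). The difference from abemaciclib alone was -1.0 and did not pass after adjustment (exact permutation p = 0.0317, adjusted p = 0.0635). Neither drug alone differed from vehicle past the threshold, with -0.535 for abemaciclib (exact permutation p = 0.149) and -0.541 for INX-315 (exact permutation p = 0.0714). The drugs differed from each other by -0.00678 (exact permutation p = 0.987). The interaction of the drugs on the score was -0.461 (permutation p = 0.279), so the data did not show more than an additive effect.

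**Figure D1:**
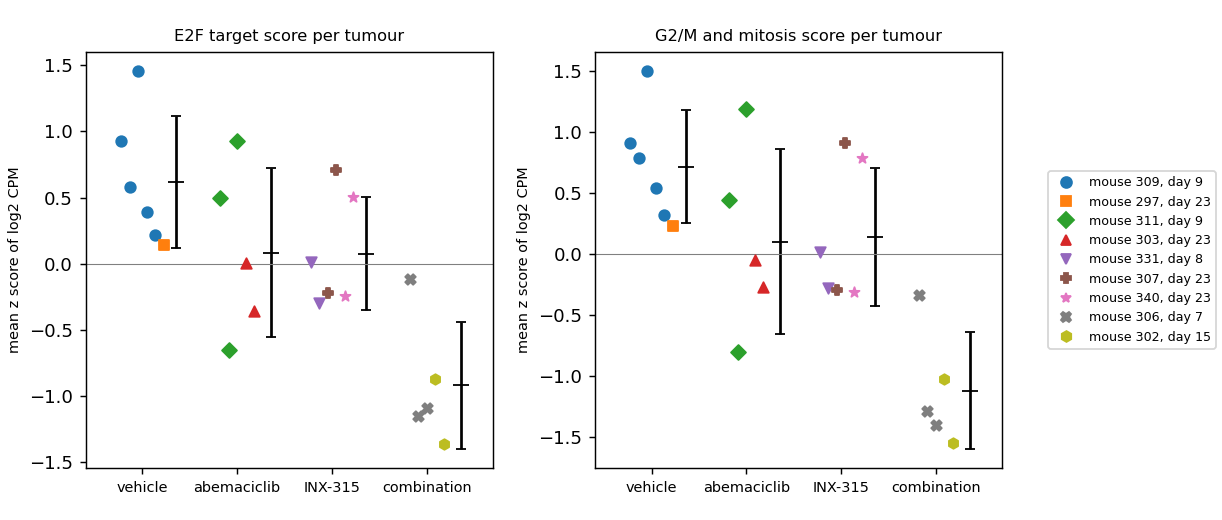
The E2F target score (left) and the G2/M and mitosis score (right) of each tumour, as mean z scores of log2 CPM, by treatment. Points are tumours, with symbols and colours for the 9 mice, and black bars are group means ± SD; E2F scores lay between -1.37 and -0.117 in the combination group and between 0.141 and 1.46 in the vehicle group.

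With the mouse as the unit, mean E2F target scores were 0.714 and 0.141 in the vehicle mice 309 and 297, 0.257 and -0.176 in the abemaciclib mice 311 and 303, and -0.142, 0.244 and 0.130 in the INX-315 mice 331, 307 and 340. The combination mice 306 and 302 had the lowest means, -0.786 and -1.12. Treatment accounted for 84.5% of the sum of squares among the 9 mice (exact permutation p = 0.0397 over 7560 assignments). Mice given abemaciclib differed from the others by -0.673 (exact permutation p = 0.0873), and mice given INX-315 by -0.569 (exact permutation p = 0.167). The test over the 4 treatments missed the threshold when any of the mice 309, 331, 307, 340, 306 or 302 was left out, with exact permutation p-values up to 0.114. The difference for abemaciclib passed without mouse 311 (-0.909, exact permutation p = 0.0179). The score against INX-315 alone missed the adjusted threshold without any of INX-315 tumours 1, 2, 3, 5 and 6 or combination tumours 2 to 5 (exact permutation, adjusted p up to 0.0714) and without any of mice 331, 307, 340, 306 and 302 (up to 0.143). Against vehicle it missed it without mouse 306 (-1.86, exact permutation, adjusted p = 0.107) or 302 (-1.53, adjusted p = 0.0714). In both fits the unadjusted p was the smallest that the remaining tumours allow. The groups therefore still did not overlap, and the misses came from the smaller combination group. Without mouse 309 a single vehicle tumour was left, with a difference of -1.13. Against abemaciclib it passed without abemaciclib tumour 2, INX-315 tumour 4, combination tumour 1 or mouse 309, and so did INX-315 against vehicle without INX-315 tumour 4. The adjustment without mouse 309 left out the comparisons with vehicle. Among tumours of 7 to 9 days, in which each treatment is 1 mouse, the combination differed by -1.39 from vehicle (exact permutation p = 0.0179, adjusted p = 0.0536). That unadjusted p is the smallest that these tumours allow. The difference from INX-315 was -0.595 (exact permutation p = 0.300).

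The combination against vehicle asks what both drugs did together, here first for genes of mitosis and DNA replication. Mki67, a marker of proliferating cells, fell 3.76-fold from 87.7 ± 21.2 CPM (n = 6) to 23.3 ± 9.19 CPM (n = 5), a log2 change of -1.91 ± 0.32. Top2a, the topoisomerase of dividing cells, fell 2.98-fold, and the mitotic kinase Plk1 fell 3.56-fold. Of the 80 measured G2/M and mitosis genes, 60 fell, none rose and 20 did not pass. The median log2 change was -1.40, and 72 fell when adjusted over the list alone. The condensin subunits Smc4 (-1.27 ± 0.17) and Smc2 (-1.34 ± 0.19) and the mitotic kinesin Kif20b (-1.60 ± 0.22) were among the genes with the smallest p. Of 125 E2F targets 72 fell (97 adjusted over the list alone, median -0.98) and none rose. Examples are Cdca3 (-1.64 ± 0.25) and Cenpe (-1.36 ± 0.21). Of 56 S-phase genes 31 fell (41 adjusted over the list alone, median -0.91) and none rose. Among them were thymidine kinase Tk1 (-1.39 ± 0.22), DNA ligase Lig1 (-1.16 ± 0.20), Chaf1a (-1.42 ± 0.26) and the replicative helicase subunit Mcm5 (-1.36 ± 0.26). With an estimated correlation these 3 lists had adjusted p = 0.135 for E2F targets, 0.144 for S phase and 0.135 for G2/M. Fry gave 0.000741, 0.00118 and 0.000741.

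Smc4 (ENSMUSG00000034349.14) lies on chromosome 3 at 69004738 to 69034623 of mm10 and had 238 ± 38.7 CPM with vehicle and 98.3 ± 9.55 CPM with the combination. Mki67 (ENSMUSG00000031004.8) lies on chromosome 7 at 135689784 to 135716361, and Top2a (ENSMUSG00000020914.17) on chromosome 11 at 98992943 to 99024189. Among the preset cell cycle regulators, the cyclins Ccna2 (-1.48 ± 0.31) and Ccnb1 (-1.67 ± 0.30) and the kinases Cdk1 (-1.53 ± 0.33) and Cdk4 (-0.58 ± 0.14) fell. Cdk2, the target of INX-315, had -0.39 ± 0.21 (adjusted p = 0.258), and its partner cyclins Ccne1 and Ccne2 had -0.22 ± 0.31 (adjusted p = 0.711) and -0.70 ± 0.27 (adjusted p = 0.111). The CDK inhibitor genes Cdkn1a (-0.68 ± 0.51, adjusted p = 0.430), Cdkn1b (-0.05 ± 0.25, adjusted p = 0.921) and Cdkn2a (-0.77 ± 0.67, adjusted p = 0.508) did not pass. Ccnd1, Cdk6, Rb1, Rbl1, E2f1, Bcl2l1, Csf1r, Jun, Junb, Fosl2, Erbb2, Krt8 and Ceacam1 did not pass either, with Csf1r at -0.11 ± 0.32 and Erbb2 at 0.23 ± 0.23.

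Cd63, a tetraspanin of late endosomes and lysosomes, rose 2.42-fold from 563 ± 109 to 1361 ± 197 CPM (log2 1.27 ± 0.16, adjusted p = 0.000905). Cd63 (ENSMUSG00000025351.14) lies on chromosome 10 at 128900989 to 128912822. The lysosome list had 6 of 39 members up and none down (7 adjusted over the list alone, estimated-correlation adjusted p = 0.401). Among them were the peptidase Tpp1 (1.03 ± 0.16), cathepsin L (Ctsl, 1.73 ± 0.29) and Gabarap (0.49 ± 0.11). Of 70 secreted factors of senescent cells, 12 rose and 1, Tgfb2, fell (23 and 1 adjusted over the list alone, median 0.81, adjusted p = 0.144 with an estimated correlation). The chemokine genes Cxcl1 (3.23 ± 0.70) and Ccl7 (3.67 ± 0.81) were among those that rose. Their levels with the combination varied widely, at 28.8 ± 31.1 and 26.9 ± 33.0 CPM. Leaving out 1 tumour or mouse brought the log2 change as low as 0.25 for Cxcl1 and 2.43 for Ccl7. Of 74 genes described as higher in senescent cells 6 rose and none fell (10 and 1 adjusted over the list alone, estimated-correlation adjusted p = 0.372). They included Ccn2 (2.58 ± 0.64), F3 (1.79 ± 0.43) and the adhesion receptor Cd44 (1.19 ± 0.33). Of 30 TNF and NF-kB genes 12 rose and none fell (18 adjusted over the list alone, median 1.01, estimated-correlation adjusted p = 0.135). These included the prostaglandin synthase Ptgs2 (3.12 ± 0.54), Cxcl2 (5.68 ± 1.17, at 13.4 ± 16.4 CPM with the combination) and complement C3 (1.80 ± 0.42). Macrophage and neutrophil genes were called higher too, so these rises are not separated from the content of immune cells. Of 66 interferon-stimulated genes 7 rose and none fell (25 adjusted over the list alone, median 1.06, estimated-correlation adjusted p = 0.463). Examples were Slfn2 (1.41 ± 0.32), Trim30a (1.80 ± 0.42) and Isg20 (1.40 ± 0.34). In the MHC class I list of 23, Psmb10 (0.76 ± 0.20) rose and no other member passed (1 adjusted over the list alone, median 0.63, estimated-correlation adjusted p = 0.463).

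Of 34 immediate early genes, 8 rose and none fell in the combination against vehicle (13 adjusted over the list alone, estimated-correlation adjusted p = 0.401). Fos, an AP-1 subunit, rose from 20.7 ± 6.92 to 126 ± 98.4 CPM (log2 2.61 ± 0.55), and Dusp1 (2.74 ± 0.48), Zfp36 (1.81 ± 0.40) and Socs3 (1.28 ± 0.31) rose too. The Fos level was not shared by the combination mice, with 248, 143 and 188 CPM in the tumours of mouse 306 and 31.7 and 21.9 CPM in those of mouse 302. Of 39 macrophage genes 8 rose and none fell (17 adjusted over the list alone, median 0.73, estimated-correlation adjusted p = 0.401). They included the scavenger receptor Msr1 (1.73 ± 0.36), Itgam (1.72 ± 0.37) and Cd14 (2.07 ± 0.48). The neutrophil list of 18 had Mmp8 (4.26 ± 0.82) and Clec4d (2.68 ± 0.74) up and none down (4 adjusted over the list alone, estimated-correlation adjusted p = 0.401). The luminal list of 44 had 6 up and none down (10 and 1 adjusted over the list alone, estimated-correlation adjusted p = 0.463). Csn2 (3.64 ± 0.92) encodes a milk casein, Areg (2.75 ± 0.61) a ligand of the EGF receptor, Spp1 (2.84 ± 0.68) the secreted protein osteopontin, and Ly6a (2.91 ± 0.59) a surface antigen. Mesenchymal genes had Twist1 (2.01 ± 0.53) and Zeb2 (1.51 ± 0.45) up among 28 (3 and 1 adjusted over the list alone, estimated-correlation adjusted p = 0.463).

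Lists with a lower call in the combination against vehicle also covered growth and metabolism. Of 22 cholesterol synthesis genes 4 fell and none rose (10 adjusted over the list alone, median -0.68, estimated-correlation adjusted p = 0.326). They were Mvd (-0.91 ± 0.18), Pmvk (-0.67 ± 0.16), Sqle (-1.10 ± 0.30) and Fdft1 (-0.81 ± 0.23). Of 38 MYC and nucleolar genes 4 fell (4 adjusted over the list alone, estimated-correlation adjusted p = 0.463), including nucleolin Ncl (-0.67 ± 0.14) and Npm1 (-0.71 ± 0.20). Egln3 (-1.72 ± 0.40), a hydroxylase of hypoxia-inducible factors, was the 1 member of 41 that fell in the hypoxia and glycolysis list (1 adjusted over the list alone, median -0.34, estimated-correlation adjusted p = 0.544). Among 62 oxidative phosphorylation genes 4 fell and 1 rose (6 and 2 adjusted over the list alone, median -0.16, estimated-correlation adjusted p = 0.463), with Sdha (-0.41 ± 0.10) and Cyc1 (-0.60 ± 0.16). Among 76 ribosomal protein genes 2 fell, Rpsa (-0.50 ± 0.15) and Rpl7 (-0.59 ± 0.18), and 1 rose (0 adjusted over the list alone, median -0.22, estimated-correlation adjusted p = 0.582).

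The keratinocyte list of 16 had a median of 1.89 with no member past the test (adjusted p = 0.463 with an estimated correlation), and the red blood cell list of 7 a median of 1.93 (5 higher adjusted over the list alone, adjusted p = 0.416 with an estimated correlation). The basal list of 20 had a median of 0.63 and no member past the test (adjusted p = 0.401 with an estimated correlation). Of 7 mitochondrially encoded transcripts mt-Nd1 (0.98 ± 0.29) and mt-Cytb (0.83 ± 0.24) rose (5 adjusted over the list alone, adjusted p = 0.401 with an estimated correlation). The other 12 lists were not called, with camera adjusted p-values of 0.540 for p53 targets, 0.199 for the unfolded protein response and 0.0512 for ERBB and MAPK output. The values were 0.0715 for dendritic cells, 0.693 for T and NK cells, 0.349 for B cells, 0.405 for mast cells, 0.0527 for fibroblasts, 0.0717 for endothelium, 0.123 for pericytes, 0.148 for adipocytes and 0.965 for skeletal muscle. The test gave the opposite sign to both median and mean for mast cells and skeletal muscle, and to the median for T and NK cells.

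In all, edgeR called 966 of 13604 genes for the combination against vehicle, 453 higher and 513 lower. Of these, 543 separated all 5 combination from all 6 vehicle tumours, among 873 genes that did so, where chance gives 0.433% of genes. The 5 higher genes named by the rule were Cd63, Ucp2 (2.22 ± 0.30), Tpp1, Ms4a6d (1.92 ± 0.30) and Adam9 (3.17 ± 0.51), and the 5 lower ones Smc4, Asph (-1.19 ± 0.16), Smc2, Kif20b and the splicing factor Srsf11 (-0.75 ± 0.11). Counts summed per mouse gave 0 called genes by edgeR (2139 at an unadjusted p under 0.05, smallest adjusted p 0.0702). All 966 kept their direction and 849 had an unadjusted p under 0.05 there. DESeq2 on tumours gave 1553 genes and voom with the mouse as a block 211. The count was 0 without mouse 306 and 57 without mouse 309. It was 587 and 484 without vehicle tumours 2 and 3, 423, 422 and 605 without combination tumours 2, 3 and 4. It was 432 in the tumours of 7 to 9 days, and 209 without the 3 tumours with high skeletal muscle markers (vehicle 2, INX-315 6 and combination 3).

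**Figure D2:**
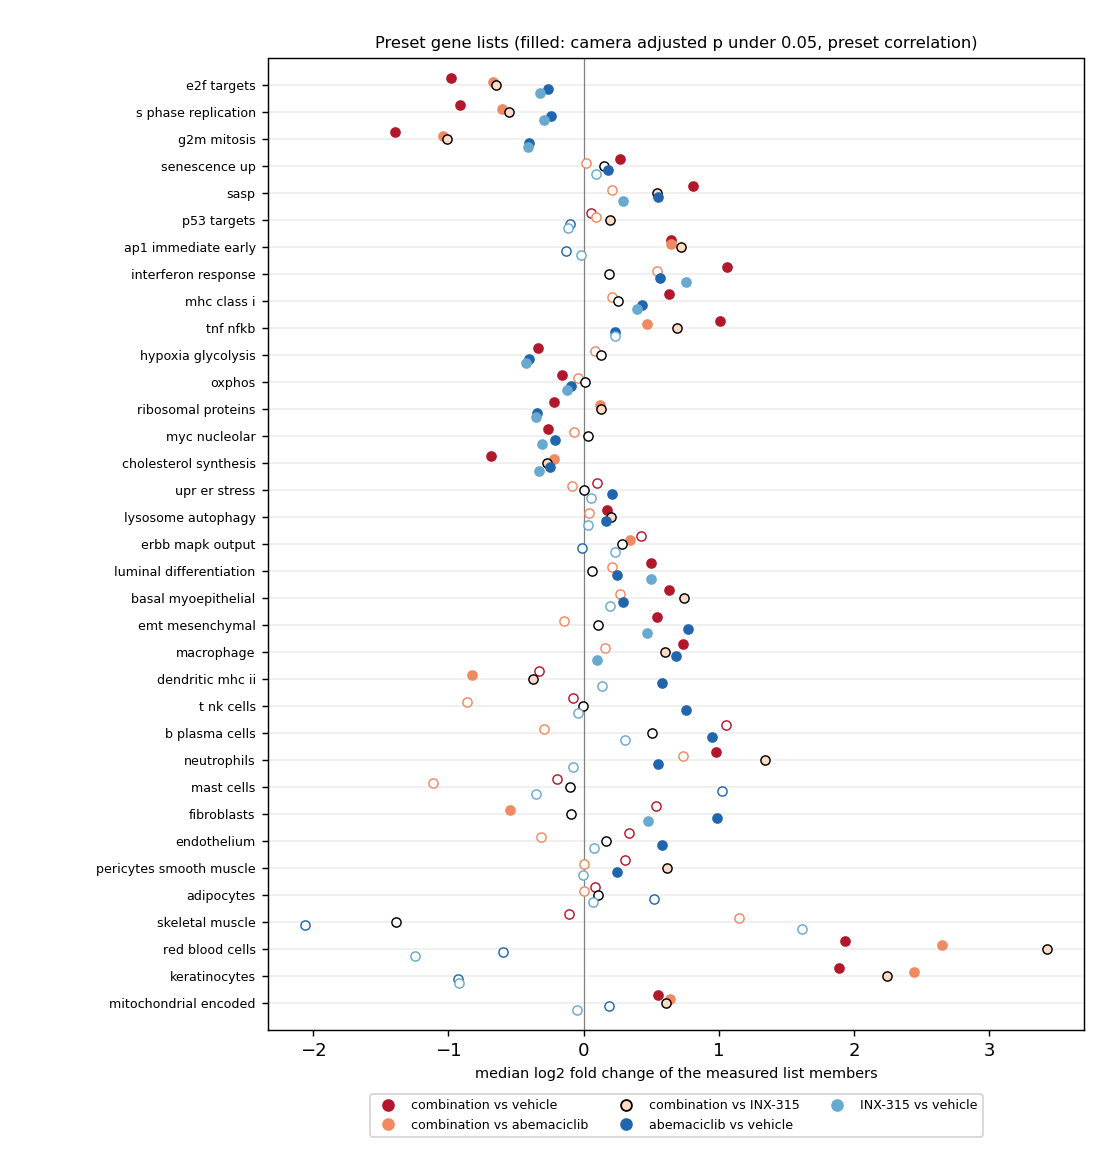
Median log2 fold change of the measured members of each preset gene list (x axis) in 5 comparisons (colours). Filled points passed camera at an adjusted p under 0.05 with the preset correlation of 0.01, a call that no list kept with an estimated correlation; for the combination against vehicle the medians were -1.40 for G2/M, -0.98 for E2F targets and 1.01 for TNF and NF-kB genes.

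Adding INX-315 to continued abemaciclib asks what CDK2 inhibition does in tumours that the labels call resistant to abemaciclib. Relative to abemaciclib alone, the combination lowered Tk1 2.42-fold, from 63.3 ± 20.3 CPM (n = 5) to 26.2 ± 3.68 CPM (n = 5, log2 -1.27 ± 0.23), and lowered Luc7l, a splicing factor of the U1 particle, 1.97-fold (-0.98 ± 0.17). Of 80 G2/M genes 12 fell and none rose (58 adjusted over the list alone, median -1.04), among them Smc2 (-1.09 ± 0.19), Kif20b (-1.23 ± 0.23), Plk1 (-1.55 ± 0.29) and Troap (-1.99 ± 0.38). Of 125 E2F targets 10 fell (60 adjusted over the list alone, median -0.67), with Lig1 (-1.02 ± 0.20) and Top2a (-1.15 ± 0.23). Of 56 S-phase genes 4 fell (25 adjusted over the list alone, median -0.60), with Rpa2 and Chaf1a (-1.27 ± 0.27). With an estimated correlation the adjusted p was 0.341 for G2/M and E2F targets and 0.363 for S phase. Mki67 had -1.32 ± 0.32 and just missed the threshold (adjusted p = 0.0577).

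Other genes lower than with abemaciclib alone were Pias2 (-0.78 ± 0.13) and Tmem132a (-1.06 ± 0.19). The higher genes named by the rule were the tight junction gene Tjp3 (1.09 ± 0.20), Klhl9 (0.78 ± 0.15), the platelet chemokine Ppbp (4.17 ± 0.82), Ints9 (0.73 ± 0.14) and Pabpc4 (0.99 ± 0.20). Of 34 immediate early genes Fos (2.84 ± 0.59), Dusp1 (2.40 ± 0.50) and Zfp36 (1.85 ± 0.42) rose (11 adjusted over the list alone, estimated-correlation adjusted p = 0.341). The Fos levels of mouse 302, 31.7 and 21.9 CPM, lay inside the range of the abemaciclib tumours, so the tumours of mouse 306 stood apart. Of 30 TNF and NF-kB genes Nfkbia (1.07 ± 0.24) rose (10 adjusted over the list alone, estimated-correlation adjusted p = 0.375). Keratinocyte and red blood cell markers had medians of 2.44 and 2.65 without a called gene (adjusted p = 0.494 and 0.375 with an estimated correlation). Dendritic cell genes had a median of -0.83 (0.341) and fibroblast genes -0.55 (0.834), each as an adjusted p with an estimated correlation. Lists for ribosomal proteins, cholesterol synthesis, ERBB and MAPK output and mitochondrially encoded transcripts were called with medians of 0.12, -0.22, 0.35 and 0.64 and no called member (estimated-correlation adjusted p = 0.834, 0.834, 0.494 and 0.494).

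For this comparison edgeR called 87 genes, 28 higher and 59 lower, of which 64 separated the groups, among 484 that did so where chance gives 0.794%. Counts summed per mouse gave 0 genes by edgeR (1247 at an unadjusted p under 0.05), voom with the mouse as a block 0, the fit of these 2 groups alone 0 and DESeq2 482. RLE normalization gave 49, no filter 23 and the fibroblast covariate 10. The fibroblast list had a median of -0.55 here, and whether fibroblast content explains the lost calls was not tested. Leaving out the 3 tumours with high muscle markers gave 0. The count was 0 without any of abemaciclib tumours 1 and 5 or combination tumours 2, 3 and 4, 11 without abemaciclib 3 and 20 without combination 1. It was 44, 37, 39 and 44 without vehicle 2, 3, 4 and 5, 43, 57 and 39 without INX-315 1, 3 and 5, 186 without combination 5. Without whole mice it was 0 (309, 311, 303 or 306), 39 (307) or 256 (302).

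The combination was next set against INX-315 alone, which asks what continued CDK4/6 inhibition adds. Mki67 fell 2.56-fold from 59.8 ± 17.8 (n = 6) to 23.3 ± 9.19 CPM (n = 5, log2 -1.36 ± 0.31), and Luc7l fell 2.34-fold from 97.1 ± 23.7 to 41.5 ± 4.76 CPM (-1.22 ± 0.16). Of 80 G2/M genes 19 fell and none rose (63 adjusted over the list alone, median -1.01), with Cenpf (-1.44 ± 0.26), Aspm (-1.34 ± 0.25) and Smc2 (-1.08 ± 0.18). Of 125 E2F targets 11 fell (57 adjusted over the list alone, median -0.65), with Top2a (-1.27 ± 0.23), Birc5 (-1.20 ± 0.26) and Spag5 (-1.34 ± 0.29). Of 56 S-phase genes 3 fell (21 adjusted over the list alone, median -0.55), with Tk1 (-1.29 ± 0.22) and Atad2 (-1.12 ± 0.26). These 3 lists each had adjusted p = 0.231 with an estimated correlation. Pclaf (-1.79 ± 0.32), a partner of the replication clamp, and Srsf11 (-0.66 ± 0.11) completed the 5 lower genes named by the rule.

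Cpt2 (0.69 ± 0.14), an enzyme of mitochondrial fatty acid import, Retsat (0.81 ± 0.15) and Hsdl2 (1.20 ± 0.23) rose relative to INX-315 alone, as did the macrophage product Chil3, which went from 0.316 ± 0.329 to 14.3 ± 9.54 CPM (5.57 ± 0.80), and Ms4a6d (1.84 ± 0.29). The lysosomal genes Ctsl (1.41 ± 0.29) and Tpp1 (0.76 ± 0.16) rose (2 of 39, 4 adjusted over the list alone, estimated-correlation adjusted p = 0.365). Of the immediate early list 4 of 34 rose (15 up and 1 down adjusted over the list alone, estimated-correlation adjusted p = 0.231), Dusp1 (2.53 ± 0.47), Zfp36 (1.88 ± 0.40), Fos (2.44 ± 0.54) and Btg2 (1.45 ± 0.31). The Fos levels of mouse 302 lay inside the INX-315 range of 8.01 to 51.7 CPM. Btg2 was also the called member of the p53 list (1 adjusted over the list alone, estimated-correlation adjusted p = 0.372). Cxcl1 (3.16 ± 0.69), Cxcl2 (4.67 ± 1.08) and Ccl2 (2.68 ± 0.64) rose among 70 secreted factors (9 adjusted over the list alone). With Tnfaip3 (2.20 ± 0.51) they were the 4 that rose of 30 TNF and NF-kB genes (14 up and 1 down adjusted over the list alone). Both lists had an estimated-correlation adjusted p = 0.231. Leaving out 1 tumour or mouse brought the log2 change as low as 0.18 for Cxcl1, 0.56 for Tnfaip3, 2.26 for Cxcl2 and 1.16 for Ccl2. The calls were kept in 16, 7, 12 and 5 of 31 such fits, in that order.

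In the same comparison, of 7 red blood cell genes 3 rose, with Hbb-bs (3.80 ± 0.80) and Alas2 (3.43 ± 0.73) among them (5 adjusted over the list alone). The keratin Krt1 (7.15 ± 1.64) was the 1 of 16 keratinocyte genes that rose (6 adjusted over the list alone). Both lists had an adjusted p of 0.231 with an estimated correlation. Combination tumour 4 stood apart in its red blood cell score (2.35, nearest of its group 0.631). Leaving out 1 tumour or mouse brought Hbb-bs to 2.12 at the lowest. Mitochondrially encoded transcripts had a median of 0.61 (0 called, 6 adjusted over the list alone, estimated-correlation adjusted p = 0.231). Lists called without a called member were ribosomal proteins (median 0.13, estimated-correlation adjusted p = 0.797), cholesterol synthesis (-0.27, p = 0.421), basal cells (0.75, p = 0.296), macrophages (0.60, p = 0.421), dendritic cells (-0.38, p = 0.296), neutrophils (1.34, p = 0.296) and pericytes (0.62, p = 0.296), all adjusted p-values of camera in limma.

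In this comparison edgeR called 106 genes, 39 higher and 67 lower, of which 72 separated the groups, among 310 that did so where chance gives 0.433%. Counts summed per mouse gave 0 genes (1351 at an unadjusted p under 0.05), the fit of these 2 groups alone 0, voom with the mouse as a block 1, DESeq2 431, and the fit without the 3 tumours with high muscle markers 3. The count was 2 without INX-315 tumour 6 or combination tumour 2, 32, 68 and 39 without INX-315 1, 2 and 4, 54, 31 and 62 without combination 1, 3 and 4, and 70 without vehicle 2. Without whole mice it was 0 (306), 13 (340), 32 (309), 41 (307), 42 (303), 52 (331) or 200 (302).

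**Figure D3:**
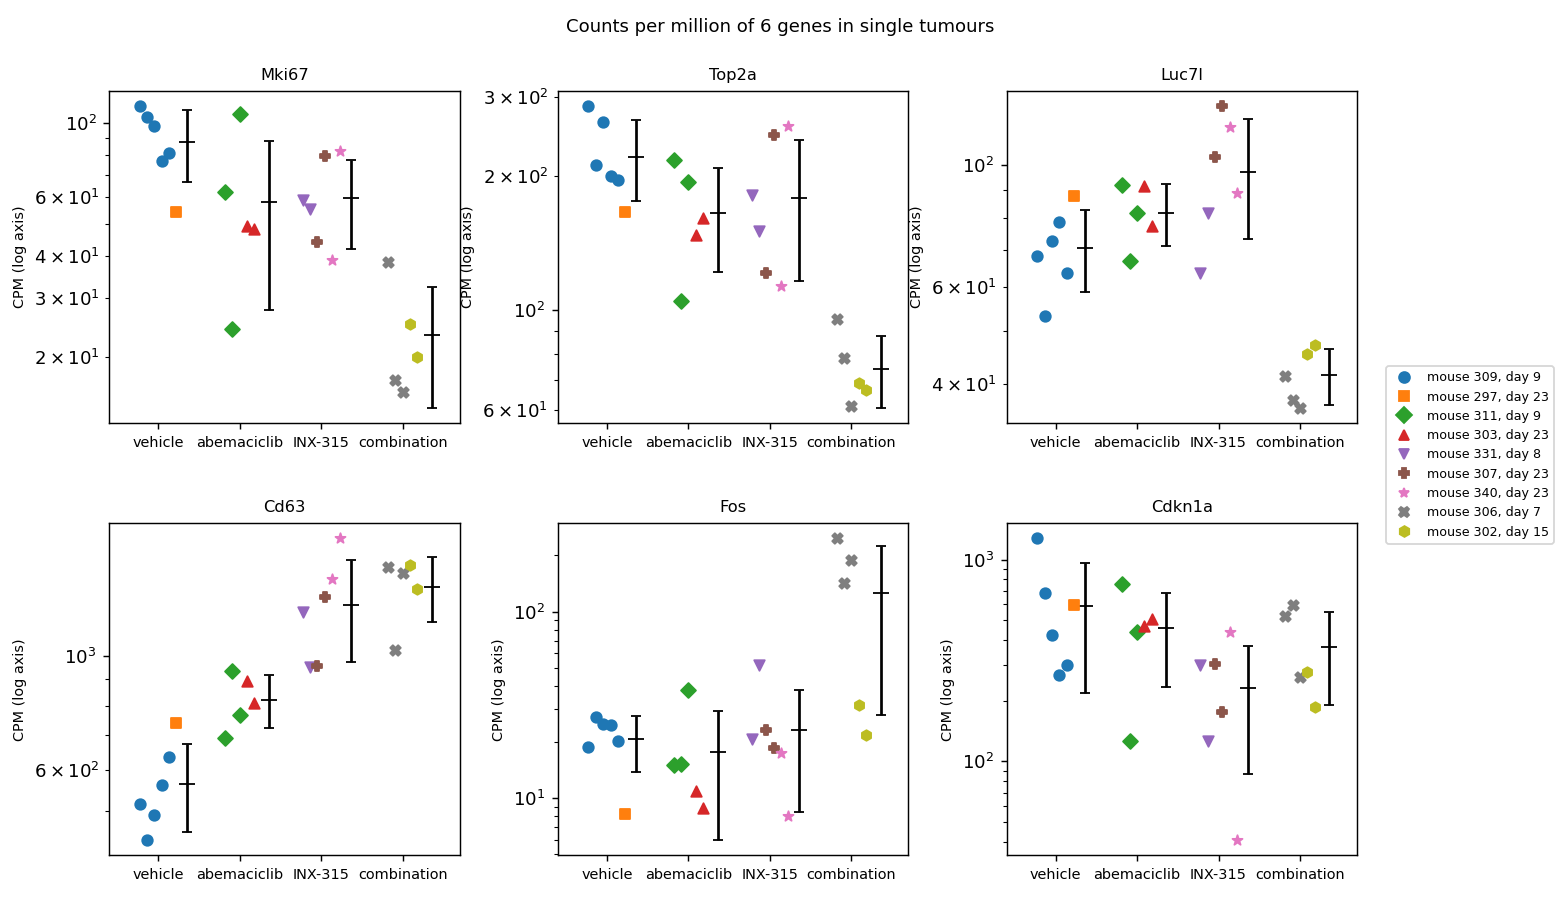
CPM of 6 genes in each tumour, on a log axis, by treatment. Points are tumours with symbols and colours for the 9 mice, and black bars are group means ± SD; Fos was between 143 and 248 CPM in the tumours of mouse 306 and at 31.7 and 21.9 CPM in those of mouse 302, and Luc7l averaged 41.5 CPM in the combination group.

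Continued abemaciclib was compared with vehicle, that is, with its withdrawal. No single gene changed by edgeR (0 of 13604, 1288 at an unadjusted p under 0.05, smallest adjusted p 0.210), and DESeq2 gave 1 and voom with the mouse as a block 0. Mki67 was 58.1 ± 30.4 CPM (n = 5) against 87.7 ± 21.2 CPM (n = 6), a log2 difference of -0.59 ± 0.30 (adjusted p = 0.544), and Ccna2 differed by -0.78 ± 0.30 (adjusted p = 0.484). As lists, ribosomal proteins (median -0.34 over 76), G2/M (-0.40 over 80, 1 lower adjusted over the list alone) and E2F targets (-0.27 over 125) were called lower. Fibroblast (0.99 over 34), macrophage (0.68 over 39), mesenchymal (0.77 over 28, 3 higher adjusted over the list alone) and interferon genes (0.56 over 66) were called higher, 7 of the 26 lists called. With an estimated correlation no list passed (smallest adjusted p 0.275), fry called 0, and the 124 genes that separated the groups compare with a chance share of 0.433%. Without mouse 309, the source of 5 of the 6 vehicle tumours, 2 genes and 15 lists were called.

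INX-315 alone against vehicle asks what CDK2 inhibition does without abemaciclib. Cd63 rose 2.23-fold from 563 ± 109 (n = 6) to 1254 ± 283 CPM (n = 6, log2 1.15 ± 0.16), and the nuclear kinase Hipk2 (1.01 ± 0.17), Ptms (0.79 ± 0.13), the palmitoyltransferase Zdhhc18 (0.93 ± 0.17) and Tmem256 (0.60 ± 0.11) rose with it. Grhl1, an epithelial transcription factor, fell 2.16-fold (-1.11 ± 0.22), and the TGF-beta mediator Smad3 (-0.55 ± 0.11), the Integrator subunit Ints4 (-0.73 ± 0.14), Coq9 (-0.65 ± 0.12), which acts in coenzyme Q synthesis, and the pseudogene Rps26-ps1 (-1.86 ± 0.29) fell. Cdkn1a was lower by -1.36 ± 0.49 without passing (adjusted p = 0.191), and Csf1r had -0.33 ± 0.30 (adjusted p = 0.631). Of the 15 lists called, interferon genes had a median of 0.76 over 66, and ribosomal proteins -0.35 over 76, G2/M -0.41 over 80 and E2F targets -0.32 over 125 (1 lower adjusted over the list alone), none with a called gene and none kept with an estimated correlation (adjusted p = 0.613 each). Cd63 belongs to the lysosome list, which was not called. Other called genes, named here after their values were seen, include the ribosomal protein pseudogenes Rpsa-ps2, Rpl27a-ps1 and Rps25-ps1, whose counts are uncertain because the handling of reads that map to several places is not given in the sources used here.

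Here edgeR called 21 genes, 8 higher and 13 lower, all of which separated the groups, among 187 that did so where chance gives 0.216%. Counts summed per mouse gave 0 genes by edgeR (1579 at an unadjusted p under 0.05), the fit of these groups alone 0, voom with the mouse as a block 6, and DESeq2 321. The tumours of 7 to 9 days gave 92, no filter 8, the day as a covariate 10, a fibroblast covariate 13, and the fit without the 3 tumours with high muscle markers 2. The count was 7, 7 and 4 without vehicle tumours 1, 2 and 3, 8, 11, 8 and 11 without INX-315 tumours 2, 3, 5 and 6. Without whole mice it was 3 (309 or 340), 4 (331), 8 (302), 9 (303 or 306) or 42 (307).

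Between the single drugs, INX-315 against abemaciclib, edgeR called 0 genes (980 at an unadjusted p under 0.05, smallest adjusted p 0.165), against 19 with DESeq2 and 0 with voom with the mouse as a block. Csf1r, the receptor for the macrophage growth factor CSF1, differed by -0.78 ± 0.32 (adjusted p = 0.662), at 71.5 ± 12.7 CPM (n = 6) with INX-315 and 123 ± 36.6 CPM (n = 5) with abemaciclib. The macrophage list (median -0.51 over 39), fibroblasts (-0.43 over 34), endothelium (-0.47 over 28), dendritic cells (-0.47 over 16), pericytes (-0.50 over 14), T and NK cells (-0.72 over 9) and secreted factors of senescent cells (-0.24 over 70) were called lower with INX-315. The basal list was called lower too, although its median was 0.01 (mean -0.13). None of these 8 calls held with an estimated correlation (adjusted p = 0.855 each). The number of lists was 16, 17 and 3 without abemaciclib tumours 1, 3 and 4, 15 without INX-315 tumour 5, and 14, 20 and 17 without mice 309, 311 and 331.

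The interaction asks whether the drugs together did more or less than their separate effects add up to. Luc7l was the 1 gene that passed by edgeR, at -1.44 ± 0.23 (adjusted p = 0.0286, 1614 genes at an unadjusted p under 0.05). Its level was 70.7 ± 12 CPM with vehicle (n = 6), 81.9 ± 10.5 CPM with abemaciclib (n = 5), 97.1 ± 23.7 CPM with INX-315 (n = 6) and 41.5 ± 4.76 CPM with the combination (n = 5). Luc7l (ENSMUSG00000024188.16) lies on chromosome 17 at 26252896 to 26285504. For Mki67 the interaction was -0.77 ± 0.42 and for Cdkn1a 1.05 ± 0.71, and neither passed. DESeq2 gave 79 genes and voom with the mouse as a block 0. The Luc7l call was kept in 10 of 31 fits that left out a tumour or a mouse, with an estimate between -1.62 and -1.12 in all of them. Leaving out vehicle tumour 6 or mouse 297 is the same fit, which kept the call and is counted under both.

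With the mouse as the unit, edgeR called 0 of 15672 genes for abemaciclib given against not given (1204 at an unadjusted p under 0.05, smallest adjusted p 0.189) and 0 for INX-315 (1859, smallest adjusted p 0.263). DESeq2 on the same sums gave 133 and 260 genes, and without the filter edgeR gave 713 and 1006. Mice under 1 treatment differed from each other as well, with 9 genes between the combination mice 302 and 306, 2 and 6 genes between mouse 331 and the later INX-315 mice 307 and 340, and 0 for 307 against 340 (555 at an unadjusted p under 0.05) and for 303 against 311 (570). In these pairs apart from 340 against 307 the day of collection differed along with the mouse.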

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

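The tests of the lower cell cycle genes and of the immediate early genes, and the test of the combination mice against the other mice, were chosen only after the results were seen. Among 164 tests for a tumour far from the rest of its group, 14 passed, where chance gives 8.2.

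Skeletal muscle scores stood apart in vehicle tumour 2 (1.80, nearest other -0.158), INX-315 tumour 6 (2.76, nearest 0.101) and combination tumour 3 (1.55, nearest -0.148). The red blood cell score was -0.988 in abemaciclib tumour 1 (nearest -0.137) and 2.35 in combination tumour 4 (nearest 0.631), and the dendritic cell score was -0.958 in vehicle tumour 3 (nearest -0.139). Among panel genes, the log2 CPM of Cdk1 was 7.49 in vehicle tumour 3 (nearest 6.62), that of Cdkn1b 7.08 in abemaciclib tumour 5 (nearest 7.80), that of Fosl2 5.25 in INX-315 tumour 6 (nearest 6.52), that of Erbb2 8.24 in combination tumour 2 (nearest 9.50) and that of Krt8 5.52 in INX-315 tumour 2 (nearest 7.14). Total counts were lowest in abemaciclib tumour 2 (5706446, nearest of its group 7884283) and highest in INX-315 tumour 3 (16623422, nearest 9958279). The share of counts in CT010467.1 was 9.38% in vehicle tumour 5 (nearest 7.02%). The effect of INX-315 on Luc7l differed with and without abemaciclib by -1.44, in a test of the interaction itself.

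E2F, S-phase and mitotic genes were lower in combination tumours. A smaller share of epithelial tumour cells would lower the 20 epithelial genes as much, but their median was -0.0765 (bootstrap 95% interval -0.31 to -0.02) against -0.98 for E2F targets (-1.05 to -0.85), which argues against it as the whole cause. These intervals resample genes, so they do not measure the spread between tumours or mice. Differences between mice stay open: the 2 combination mice differed from the other 7 (-1.12, exact permutation p = 0.0278), but that contrast was chosen after they were seen to be lowest. The planned test over the 4 treatments passed (exact permutation p = 0.0397) without saying which treatment differed, and combination against vehicle mice gave p = 0.333 (exact permutation, -1.38), the smallest that 2 against 2 mice allow. The day of collection as the whole cause is argued against by the tumours of 7 to 9 days, where the difference from vehicle was -1.39 with 1 mouse per treatment. With late (days 15 to 23) against early days as a covariate, that difference over all days was -1.49 ± 0.32 (SE), against -1.54 without it. Its permutation p of 4e-05 may be too small since tumours share mice. Within each treatment, late and early tumours came from different mice, so the covariate does not separate day from mouse. An effect of the drugs on cell division may explain the pattern, and with 2 combination mice it cannot be told apart from differences between mice.

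Immediate early genes were higher in the combination group, but the pattern came from mouse 306. Its 3 tumours scored between 0.714 and 1.41, whereas the highest score of mouse 302 was 0.204, inside the range of the 17 tumours of the other groups (-0.813 to 0.404), so the handling or state of mouse 306 may explain it without the drugs. Mouse 306 was collected on day 7 and mouse 302 on day 15, so mouse and time on the combination cannot be told apart here. Skin RNA stays open: over the 22 tumours the score rose with the keratinocyte score (Spearman rho 0.578, permutation p = 0.00549; Pearson r 0.578, p = 0.00379), but without the 2 tumours farthest from the median the relation no longer passed (rho 0.445, permutation p = 0.0513; r 0.421, p = 0.0653). Tumours of 1 mouse are not independent, so these p-values may be too small (rho 0.578 in full). Blood RNA was not tested, and combination tumour 4, with the red blood cell score of 2.35, had an immediate early score of 0.204.

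Ribosomal protein pseudogenes were lower in tumours given INX-315. This came from the fit of single tumours, with the mean of both INX-315 groups set against the other groups. Of 83 pseudogenes, 9 were called lower, 1 was called higher and 58 were negative. Counts summed per mouse gave 0 called genes for INX-315 given against not given. The median of the pseudogenes, -0.10 (bootstrap 95% interval over genes -0.18 to -0.03), equalled that of the 76 ribosomal protein genes, -0.10 (-0.17 to -0.06). Reads shared with the parent genes may therefore explain the lower pseudogene counts. Mouse means differed by -0.371 (exact permutation p = 0.333 over 126 splits), so differences between mice unrelated to INX-315 also stay open.

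Random regroupings of the same samples, 100 for each result with the real one included, test whether chance can give as many calls. With tumours rather than mice as the units, chance can be excluded at this number for the genes of the combination against vehicle (966, highest other 171, 1 as large). The same holds for the combination against INX-315 (106, highest other 6, 1 as large) and for INX-315 against vehicle (21, highest other 11, 1 as large). For the combination against abemaciclib (87, 2 as large) another regrouping gave more genes, 166, so chance is not excluded there. Chance cannot be excluded for the interaction (1 gene, highest other 19, 7 as large). Where the real count is 0 all 100 are as large by construction, so the regroupings test nothing for abemaciclib against vehicle (highest other 8), INX-315 against abemaciclib (highest other 1), and mice given abemaciclib (highest other 89) or INX-315 (highest other 107). For lists at the preset correlation chance cannot be excluded in any comparison: combination against vehicle 23 (highest other 28, 15 as large), against abemaciclib 13 (22, 70 as large), against INX-315 18 (22, 24 as large), abemaciclib against vehicle 26 (27, 5 as large), INX-315 against vehicle 15 (25, 29 as large) and INX-315 against abemaciclib 8 (23, 84 as large). In each comparison 98 or 99 of the other regroupings also called lists, so list calls at this setting arise without the real grouping. The regroupings of tumours part tumours of 1 mouse, so they leave the difference between mice and treatments open.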

How the results depend on the processing

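The fits without the 3 tumours with high muscle markers and with a fibroblast covariate were chosen after seeing the data; the other alternatives were planned. Where no cause is given below, the cause was not tested. Every tumour has at least 5706446 counts, and the depth was not varied. In simulated counts without treatment effects, a correlation within mice of 8.2%, the value estimated here, gave a median of 0 called genes in every comparison, but 41% gave 195 for the combination against vehicle, 38 against abemaciclib, 12.5 against INX-315 and 165 for INX-315 against vehicle. It also gave 229.5 for abemaciclib against vehicle and 97.5 for the interaction, where the data gave 0 and 1. The simulated mouse effects were drawn separately for each gene, so these counts do not decide which correlation holds. Of the genes named with a call, none reversed under the alternatives other than leaving out single tumours or mice (890 gene and alternative pairs kept the call, 613 lost it).

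For the combination against vehicle (966 genes), the count was 497 without the filter, 0 with counts summed per mouse (fewer samples), 432 in tumours of 7 to 9 days, 209 without the muscle-marker tumours, 211 with voom and the mouse as a block and 1553 with DESeq2, which shared 964. Without each tumour it was 422 to 1106 and without each mouse 0 to 1130. Against abemaciclib (87) it was 49 with RLE, 23 without the filter, 0 with sums per mouse, 51 at 7 to 9 days, 0 with the title number as a block, 0 without the muscle-marker tumours, 10 with the fibroblast covariate, 0 with only the groups compared, 0 with voom and 482 with DESeq2 (0 to 186 without each tumour, 0 to 256 without each mouse). Against INX-315 (106) it was 65 without the filter, 0 with sums per mouse, 33 with the title block, 3 without the muscle-marker tumours, 0 with only the groups compared, 1 with voom and 431 with DESeq2 (2 to 159 without each tumour, 0 to 200 without each mouse).

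For INX-315 against vehicle (21) the count was 8 without the filter, 0 with sums per mouse, 10 with the day as a covariate, 92 at 7 to 9 days, 2 without the muscle-marker tumours, 13 with the fibroblast covariate, 0 with only the groups compared, 6 with voom and 321 with DESeq2 (4 to 29 without each tumour, 3 to 42 without each mouse). For abemaciclib against vehicle (0) DESeq2 gave 1 (0 to 0 without each tumour, 0 to 2 without each mouse), and for INX-315 against abemaciclib (0) it gave 19 (0 to 0 in both). For the interaction (1) the count was 0 without the filter, with sums per mouse, without the muscle-marker tumours, with the fibroblast covariate and with voom, 28 at 7 to 9 days and 79 with DESeq2 (0 to 2 without each tumour, 0 to 26 without each mouse). Mice given abemaciclib (0) had 713 without the filter, 1 with single tumours, 133 with DESeq2 and 1 with voom (0 to 4 without each mouse), and mice given INX-315 (0) had 1006, 232, 260 and 16 (0 to 0). Genes differing between mice of 1 treatment numbered 17, and 74 without the filter.

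Lists changed fell to 0 with an estimated correlation in all 6 comparisons. Fry gave 10, 5 and 9 for the combination against vehicle, abemaciclib and INX-315, and 0 for the others. Sums per mouse gave 20 against abemaciclib, and no filter gave 14 for INX-315 against abemaciclib. Without each tumour the counts were 22 to 27, 13 to 16, 17 to 22, 24 to 28 (abemaciclib against vehicle), 12 to 17 (INX-315 against vehicle) and 3 to 17 (INX-315 against abemaciclib), and without each mouse 18 to 25, 10 to 17, 18 to 20, 15 to 26, 7 to 16 and 8 to 20.

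The E2F target score kept its direction in every comparison apart from INX-315 against abemaciclib. At 7 to 9 days the combination against vehicle gave -1.39, the G2/M list gave -1.22 against abemaciclib, which passed, and without the muscle-marker tumours the difference from INX-315 was -0.887 (exact permutation, adjusted p = 0.111). INX-315 against abemaciclib gave 0.0141 with the S-phase list and 0.0355 with the G2/M list. Without each tumour the differences were -1.71 to -1.41 (combination against vehicle), -1.18 to -0.804 (abemaciclib), -1.18 to -0.869 (INX-315), -0.753 to -0.340 (abemaciclib against vehicle), -0.666 to -0.397 (INX-315 against vehicle) and -0.195 to 0.208 (INX-315 against abemaciclib). Without each mouse they were -1.86 to -1.13, -1.29 to -0.741, -1.28 to -0.894, -0.791 to -0.0868, -0.622 to -0.0687 and -0.173 to 0.251. Over mice the ranges were -0.909 to -0.515 for abemaciclib given, -0.689 to -0.388 for INX-315 given and 0.755 to 0.904 for the share among the 4 treatments.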

Other observations

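Tests of scores other than the E2F target score over the 9 mice were chosen after the results were seen. Mice given abemaciclib scored higher than the others for secreted factors of senescent cells by 0.505 (exact permutation p = 0.00794) and for genes described as higher in senescent cells by 0.270 (exact permutation p = 0.0476). Mice given INX-315 differed from the others by 0.198 (exact permutation p = 0.373) and 0.0958 (exact permutation p = 0.492) on these scores, and neither passed. Over the 4 treatments, the secreted factors had 92.3% of the sum of squares between treatments (exact permutation p = 0.00159). The p53 score of mice given abemaciclib differed by 0.133 (exact permutation p = 0.476). The macrophage score separated the same mice (0.245 to 0.740 in the 4 given abemaciclib, at most 0.0738 in the other 5), and the macrophage, neutrophil and fibroblast lists had medians of 0.68, 1.04 and 0.56 over the sums per mouse, so the secreted factors are not separated here from the content of immune and stromal cells. None of these p-values is adjusted for the number of lists tried.

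The numbers in the titles do not pair tumours across treatments. Deviations of log2 CPM from the group mean were correlated between tumours of different treatments. Tumours with the same number had a mean correlation of 0.0456 over 56 pairs, with -0.351 the lowest, against a mean of -0.0194 for other numbers. For 4 of 22 tumours the mean correlation was highest with the tumours of their own number.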
